A study of Mus musculus with 10 samples. Its data were reported in "LSD1 inhibition circumvents glucocorticoid-induced muscle wasting of male mice" (2024).

How the data were processed

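Chromatin immunoprecipitation sequencing (ChIP-seq) was performed by the authors on skeletal muscle of mice that were fed or starved for 24 h. The labels give an age of 10 weeks, whereas the text of the study gives a different age. The 10 libraries comprised 1 library per condition for the glucocorticoid receptor (GR), for lysine-specific demethylase 1 (LSD1), for histone H3 mono- and dimethylated at lysine 9 (H3K9me1 and H3K9me2), and for input chromatin. Groups were taken from the labels of the deposited samples. The labels carried 2 library codes. The GR libraries shared one code across conditions and the LSD1 libraries shared the other. Both input libraries carried the code of the GR libraries. Comparisons of GR with LSD1 are therefore also comparisons between codes, and the LSD1 libraries differed in code from the inputs. For H3K9me1 and H3K9me2 the fed and the starved library carried different codes, so that condition and code were confounded for both marks.

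Single-end reads were mapped by the authors to the mouse genome build mm10 (GRCm38), and reads with 1 location were kept. Their methods state that reads in a blacklist made for the human genome were removed. Broad peaks were called by the authors per library with MACS2, with the input library as control, a fixed fragment extension and a false discovery rate filter. Peak names in the deposited lists carried the name of Bowtie2, whereas the methods name an earlier Bowtie. Each of the 8 deposited lists gave, per peak, a fold enrichment over input as a ratio, −log10 of a p-value and −log10 of a q-value. A score per peak was also deposited by the authors and was not used here. The fold enrichment and the q-value are the authors' own values for each peak. They were used mainly to describe, rank or filter peaks within a list. For GR, folds were also compared between the fed and the starved list, through a common minimum and in pairs of peaks. The least stringent q-value in the lists lay between 0.0925 in H3K9me1 starved and 0.0998 in H3K9me2 fed, so the deposited lists were less strictly filtered than a false discovery rate of 0.01. The LSD1 starved list was used as deposited, although its number of peaks is not the one that the text of the study gives, so it may be another version of that list. The input libraries entered only through the authors' peak calling. Read numbers were not analysed here, so the depth of each library is unknown. The shortest peak was 117 bp in GR fed and 110 bp in GR starved, and between 49 and 55 bp in the other 6 lists. MACS2 sets the shortest peak it reports by the fragment length in use, so lists made with 1 fixed extension would share a shortest length. Shorter peaks have a lower chance of overlap.

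Peak lists were compared by overlap. A peak counted as shared when at least 1 bp was overlapped by a peak of the other list. The main shares are given with their exact (Clopper-Pearson) 95% binomial confidence interval (CI), and others are printed without it. The interval covers counting error only, since neighbouring peaks are not independent. Overlap and location shares of whole lists were compared with the same share after the peaks had been placed at random on their own chromosome. Lengths were kept and assembly gaps avoided, in 100 seeded shuffles over chromosomes 1 to 19, X and Y. Not every random share is printed. The mappability of the random positions was not taken into account. Peaks elsewhere, which made up from 0.165% of H3K9me2 fed to 1.43% of H3K9me2 starved peaks, were kept in the observed shares and left out of the shuffles. With 1 library per group no test between conditions could be made and no p-value is given.

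Peak midpoints were assigned to promoters (from 1000 bp upstream to 100 bp downstream of a transcription start site, TSS), then exons, introns and intergenic sequence, with 45756 curated RefSeq transcripts of 26180 genes on GRCm38. Each peak was assigned to the gene with the nearest TSS. Sequences like the glucocorticoid response element (GRE, AGAACANNNTGTTCT, at most 1 mismatch) and the nuclear respiratory factor 1 motif (NRF1, GCGCATGCGC, no mismatch) were searched in whole peaks of the GR and LSD1 lists, and in equally long sequence 5 kb away on each side. The genes named are 11 genes that the study used as examples or controls, each with the peaks whose midpoint lay within 30 kb of its TSS. The peaks named are the 2 peaks with the highest fold enrichment of each list on autosomes or X, and the highest-fold peak shared by GR and LSD1 in each condition.

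The motifs, the names of genes, the rule for naming peaks and the alternatives were fixed before the data were examined. The alternatives were q-value thresholds of 0.01 and 1e-05, a fold enrichment of at least 5, peaks within 1 kb merged, base pairs covered in place of peak number, autosomes and X only, an overlap of at least 50% of the shorter peak, midpoints within 500 bp, equally long lists by fold enrichment (the 2 lists of an overlap cut to the shorter one, not the 2 conditions), a promoter window from 1 kb upstream to 1 kb downstream, any base of a peak in a promoter, genes with a midpoint within 10 kb of the TSS, other mismatch numbers for the motifs and 200 bp around the midpoint. A minimum fold taken from the fed GR list, lists without peaks that an H3K9me1 or H3K9me2 peak overlapped, and as many peaks of a mark in both conditions, were added after the data had been examined. For tests of single explanations, exact tandem repeats of 5-bp units over at least 30 bp were located in the reference.

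The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The overlap code was checked against bedtools 2.31.1 and gave the same number of overlapped peaks, for example 6813 of GR fed by LSD1 fed. It was also tested on simulated data. Of 10000 simulated GR fed peaks, the 4000 placed to share 1 bp with a simulated LSD1 fed list were the number found. Of 5933 simulated peaks, the 1000 placed in promoters were the number found. All 300 sequences placed in random sequence were recovered for the GRE and for the NRF1 motif.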

Results

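ChIP-seq peak lists of skeletal muscle from fed mice and from mice starved for 24 h were compared for GR, a ligand-activated transcription factor, for LSD1, an enzyme that removes methyl groups from histone H3 lysine 9, and for the marks H3K9me1 and H3K9me2. Each of the 8 lists came from 1 library, so no difference between conditions could be set against a spread between replicates, and all differences below describe these libraries. The depth of the libraries is unknown.

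The first comparison addressed how many sites GR and LSD1 occupied in fed and starved muscle. GR had 14108 peaks in fed muscle and 37783 in starved muscle, a ratio of 2.68. The covered sequence rose from 4.99 Mb to 14.8 Mb. LSD1 had 16616 peaks in fed and 66332 in starved muscle, a ratio of 3.99, and the covered sequence rose from 4.05 Mb to 8.33 Mb. The median peak length was 277 bp in GR fed, 313 bp in GR starved, 196 bp in LSD1 fed and 103 bp in LSD1 starved. Of the LSD1 starved peaks, 30.9% had the shortest length in the list, 49 bp, against 8.66% of the LSD1 fed peaks at their shortest length of 55 bp.

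These directions depended on the threshold. At a q-value of 0.01 or less, there were 9939 GR fed and 13107 GR starved peaks, a ratio of 1.32, and 7553 LSD1 fed and 6790 LSD1 starved peaks, a ratio of 0.899. At a q-value of 1e-05 or less, GR had 3760 fed and 2640 starved peaks and LSD1 had 461 fed and 279 starved peaks. At a fold enrichment of at least 5, GR had 1572 fed and 686 starved peaks and LSD1 had 1114 fed and 308 starved peaks. For both proteins the starved list was the longer one as deposited and the shorter one at a q-value of 1e-05 and at a fold enrichment of 5. At a q-value of 0.01 it was shorter for LSD1 and longer for GR.

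H3K9me1 had 14178 peaks in fed and 38023 in starved muscle, a ratio of 2.68. H3K9me2 had 171402 peaks in fed and 6624 in starved muscle, a ratio of 0.0386. At a fold enrichment of at least 5 the numbers were 565 and 2139 for H3K9me1 and 767 and 82 for H3K9me2. At a q-value of 1e-05 or less they were 324 and 726 for H3K9me1 and 615 and 208 for H3K9me2. Both directions held at every threshold tried. For these marks the condition and the library code cannot be told apart. Peaks of both marks were narrow. The median length was 49 bp in H3K9me1 fed, 64 bp in H3K9me1 starved, 92 bp in H3K9me2 fed and 102 bp in H3K9me2 starved, and 64.2% of the H3K9me1 fed peaks had the shortest length in the list.

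**Figure D1:**
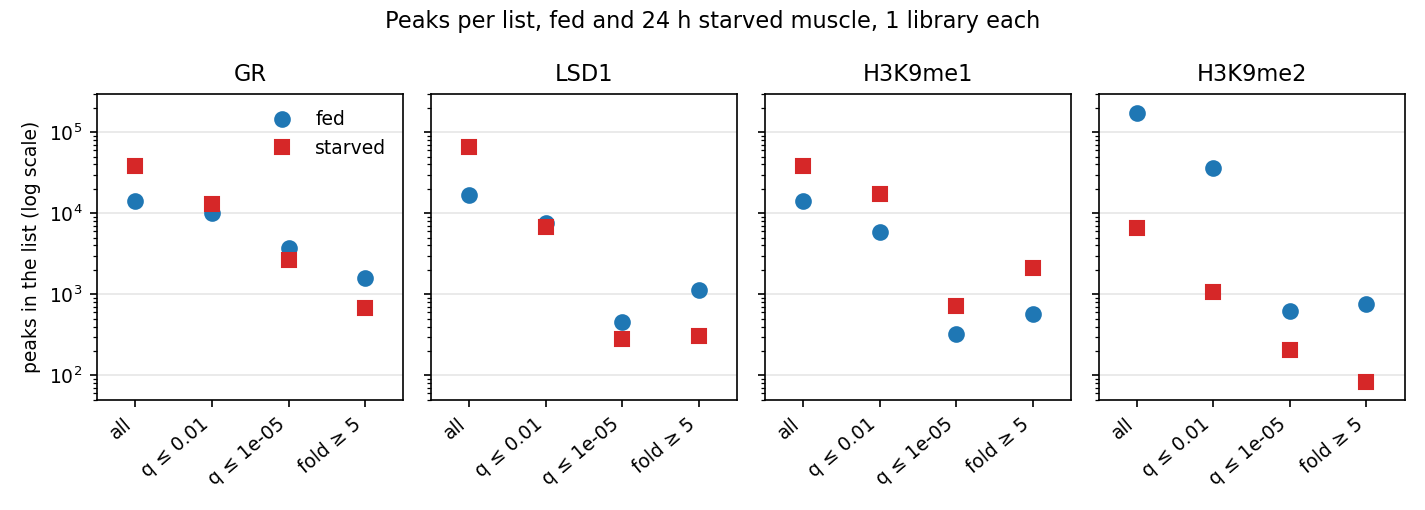
Number of peaks per list (log scale) for all deposited peaks and for peaks past 3 thresholds, with fed muscle as circles and starved muscle as squares, 1 library each. GR fell from 3760 fed to 2640 starved peaks at a q-value of 1e-05 or less, although the whole list rose from 14108 to 37783.

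The second comparison asked which fed sites were also called in starved muscle. Of the GR fed peaks, 65.8% (95% CI 65.0 to 66.6) were overlapped by a GR starved peak, against 1.19% of randomly placed peaks. Of the GR starved peaks, 24.5% (95% CI 24.0 to 24.9) were overlapped by a GR fed peak. For LSD1, 23.1% (95% CI 22.4 to 23.7) of the fed peaks were overlapped by a starved peak, against 1.00% of randomly placed peaks, and 5.85% (95% CI 5.67 to 6.03) of the starved peaks were overlapped by a fed peak. The alternative that moved both shares of fed peaks most was a fold enrichment of at least 5, at which they were 34.1% for GR and 4.31% for LSD1. Of the H3K9me1 fed peaks, 2.79% (95% CI 2.53 to 3.08) were overlapped by a starved peak, against 0.293% at random. For H3K9me2 the share was 0.293% (95% CI 0.268 to 0.320), against 0.0644% at random, with a starved list far shorter than the fed one. In the other direction 530 of the 6624 H3K9me2 starved peaks were overlapped by a fed peak.

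The third comparison asked whether GR and LSD1 occupied the same sites. In fed muscle 48.3% (95% CI 47.5 to 49.1) of the GR peaks were overlapped by an LSD1 peak, and 42.8% (95% CI 42.1 to 43.6) of the LSD1 peaks by a GR peak. Randomly placed peaks gave 0.415% and 0.357%. In starved muscle 14.7% (95% CI 14.4 to 15.1) of the GR peaks were overlapped by an LSD1 peak and 9.14% (95% CI 8.93 to 9.37) of the LSD1 peaks by a GR peak, against 1.39% and 0.801% at random. At a fold enrichment of at least 5 in both lists, the share of GR peaks with an LSD1 peak was 11.8% in fed and 0.292% in starved muscle, which was the largest shift among the alternatives. Fed sharing was seen at all locations. The share of GR fed peaks with an LSD1 fed peak was 67.6% (95% CI 66.0 to 69.3) in promoters, 51.3% in exons, 40.6% (95% CI 39.4 to 41.9) in introns and 44.1% in intergenic sequence. In starved muscle the share was 36.2% (95% CI 34.9 to 37.4) in promoters and 9.75% (95% CI 9.30 to 10.2) in introns. LSD1 fed peaks were also overlapped by GR starved peaks, at 55.1% (95% CI 54.4 to 55.9), against 1.03% at random.

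**Figure D2:**
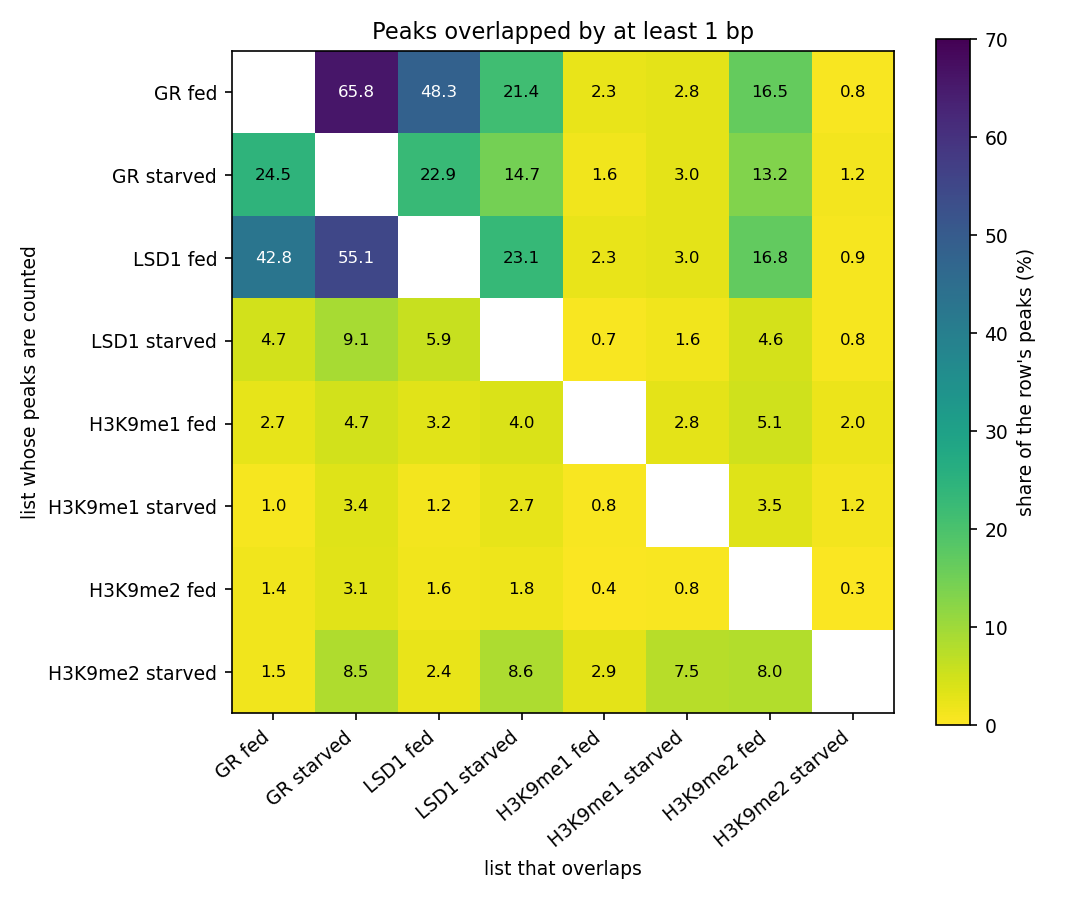
Share of the peaks of each list (rows) that are overlapped by at least 1 bp by a peak of another list (columns), in percent. The highest share was that of GR fed peaks overlapped by GR starved peaks, 65.8%, and GR fed peaks were overlapped by LSD1 fed peaks at 48.3%.

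The fourth comparison asked whether H3K9 methylation changed at LSD1-bound sites on starvation. Of the 16616 LSD1 fed peaks, 2.29% (95% CI 2.07 to 2.53) were overlapped by an H3K9me1 fed peak and 2.97% (95% CI 2.72 to 3.24) by an H3K9me1 starved peak. Randomly placed peaks gave 0.188% and 0.517%. For H3K9me2 the share was 16.8% (95% CI 16.3 to 17.4) in fed and 0.921% (95% CI 0.781 to 1.08) in starved muscle, against 2.58% and 0.0942% at random. The observed share was thus 6.54 times the random share for H3K9me2 fed and 9.78 times for H3K9me2 starved. The latter rests on 153 overlapped LSD1 fed peaks, 112 of them intergenic. It may be raised by peaks off chromosomes 1 to 19, X and Y, where 39 LSD1 fed peaks lay. Those were left out of the shuffles. With as many peaks of a mark in both conditions, chosen by fold enrichment, the order of the conditions was the opposite for both marks. With 6624 H3K9me2 peaks each the share was 0.674% in fed and 0.921% in starved muscle, and with 14178 H3K9me1 peaks each it was 2.29% in fed and 0.4995% in starved muscle. In promoters 27.2% (95% CI 26.1 to 28.4) of the LSD1 fed peaks were overlapped by an H3K9me2 fed peak and 0.0360% (95% CI 0.00436 to 0.130) by an H3K9me2 starved peak. GR fed peaks were overlapped by H3K9me2 fed peaks at 16.5% (95% CI 15.9 to 17.1), against 3.34% at random, which is 4.93 times the random share.

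The location of peaks was compared with that of randomly placed peaks, of which 1.31% fell in promoters for GR fed. Promoters held 33.4% (95% CI 32.7 to 34.1) of the LSD1 fed midpoints, introns 34.9% and intergenic sequence 24.0%. Promoters held 22.3% (95% CI 21.7 to 23.0) of the GR fed and 14.8% (95% CI 14.5 to 15.2) of the GR starved midpoints. They held 6.12% (95% CI 5.94 to 6.31) of the LSD1 starved midpoints, of which 51.7% were intergenic. The promoter share was 3.28% in H3K9me1 fed, 2.07% in H3K9me1 starved, 3.52% in H3K9me2 fed and 0.815% (95% CI 0.613 to 1.06) in H3K9me2 starved. At a fold enrichment of at least 5 the promoter share was 4.45% in GR fed, 4.81% in GR starved and 15.8% in LSD1 fed. These shares were lower than in the whole lists, a larger shift than with the wider promoter window or any base of a peak. In LSD1 fed the share was lower still at a q-value of 1e-05 or less, at 7.38% (34 of 461). In LSD1 starved the share was 7.47% at a fold enrichment of at least 5, higher than in the whole list.

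**Figure D3:**
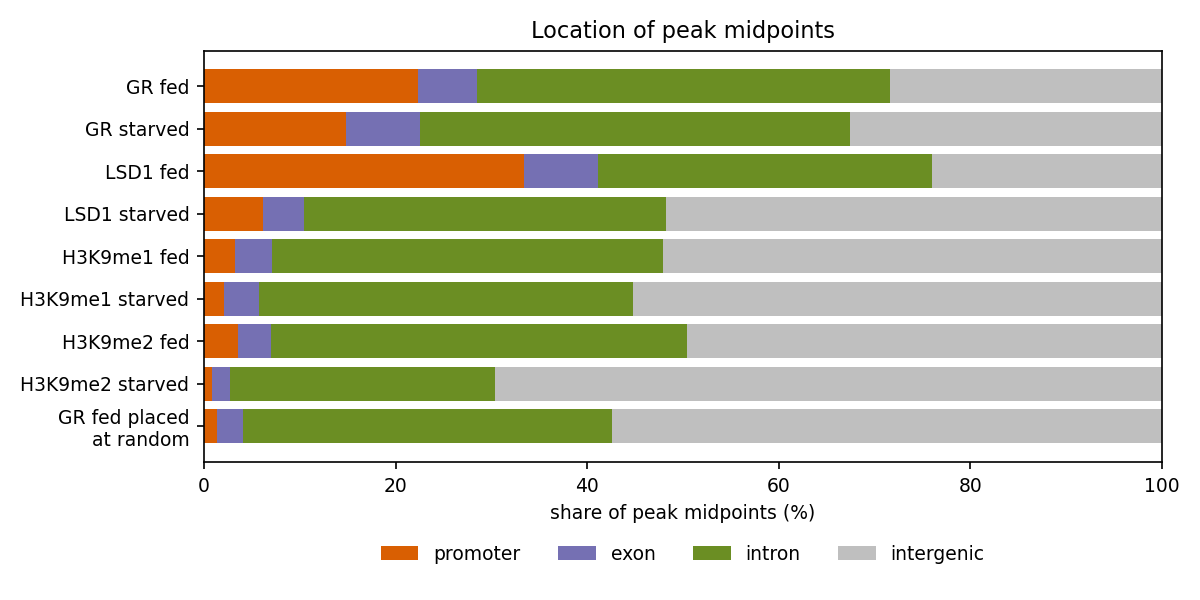
Share of peak midpoints (percent) in promoters, exons, introns and intergenic sequence for the 8 lists, and for GR fed peaks placed at random (mean of 100 shuffles). The promoter share was 33.4% in LSD1 fed, 6.12% in LSD1 starved and 1.31% at random.

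Peaks were assigned to the gene with the nearest TSS. In fed muscle 7610 genes had a GR peak, 9211 had an LSD1 peak and 5703 had both. Randomly placed peaks gave 4213 genes with both (range 4123 to 4309). In starved muscle 14343 genes had a GR peak, 17703 had an LSD1 peak and 11545 had both, against 10520 (range 10376 to 10618) at random. With peaks of a fold enrichment of at least 5, 290 genes had both in fed and 16 in starved muscle. Of the genes with a GR fed peak, 6769 (88.9%) also had a GR starved peak, while 54.8% of all annotated genes had one.

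GRE-like sequences were present in 2.17% (95% CI 1.93 to 2.42) of the GR fed peaks and in 0.245% of the flanking sequences. In GR starved peaks the share was 0.712% (95% CI 0.630 to 0.802), against 0.276% in the flanks. Among GR peaks with a fold enrichment of at least 5 it was 7.28% (95% CI 6.04 to 8.67) in fed and 7.75% (95% CI 5.86 to 10.0) in starved muscle, a difference within counting error. Outside promoters 2.66% of the GR fed peaks held a GRE-like sequence, and in promoters 0.444% (95% CI 0.243 to 0.744), against 0.317% (95% CI 0.194 to 0.489) in the flanks of promoter peaks. The NRF1 motif was present in 0.814% (95% CI 0.683 to 0.963) of the LSD1 fed peaks and 0.0302% of their flanks, and in 0.0984% (95% CI 0.0760 to 0.125) of the LSD1 starved peaks and 0.0129% of their flanks. In promoters the NRF1 share was 1.98% (95% CI 1.63 to 2.38) for LSD1 fed, 1.21% (95% CI 0.894 to 1.59) for LSD1 starved, 2.12% for GR fed and 2.32% for GR starved peaks. None of the 1567 GR fed and 1111 LSD1 fed peaks with a fold enrichment of at least 5 held the NRF1 motif, which allows a share of up to 0.235% and 0.331% (exact 95% CI). Allowing 1 mismatch moved the NRF1 share of LSD1 fed peaks most, to 4.89%.

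Of the 11 genes examined by name, 10 had a GR fed peak, 11 a GR starved peak, 10 an LSD1 fed peak and 10 an LSD1 starved peak within 30 kb of the TSS. Over all annotated genes the shares were 40.9%, 63.8%, 49.6% and 81.3%. All 11 had an H3K9me2 fed peak, as did 24881 of all 26180 genes, and 1 had an H3K9me2 starved peak.

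Ddit4 on the minus strand of chromosome 10 (59949675 to 59951770, TSS at 59951770), had 11 GR fed, 12 GR starved, 8 LSD1 fed and 7 LSD1 starved peaks within 30 kb. At its promoter a GR fed peak (59951668 to 59952762, fold 3.39), a GR starved peak (59951448 to 59953185, fold 3.31), an LSD1 fed peak (59951635 to 59952151, fold 3.89) and an LSD1 starved peak (59951782 to 59951889, fold 5.10, q-value 1.25e-07) were called. Upstream in intergenic sequence, GR fed peaks lay 18.4 kb (59969746 to 59970615, fold 7.60), 22.8 kb (59974119 to 59974957, fold 8.58) and 27.6 kb (59979160 to 59979484, fold 6.72) from the TSS. GR starved peaks were called at the same places, with a fold enrichment of 6.60, 6.68 and 5.36. The site 22.8 kb upstream held the sequence AGAACACAATGTTCT (59974273 to 59974287), a GRE without mismatch. LSD1 fed peaks lay 18.6 kb (59969958 to 59970688, fold 4.10), 22.6 kb (59974058 to 59974615, fold 5.23) and 27.1 kb (59978811 to 59978939, fold 4.17) upstream. LSD1 starved peaks were called 18.2 kb (fold 3.25, q-value 0.0596), 22.6 kb (fold 3.49, q-value 0.0163) and 27.4 kb (fold 3.31, q-value 0.0724) upstream, all with a q-value above 0.01. Within 30 kb, 11 H3K9me2 fed peaks and 0 H3K9me2 starved peaks were called.

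**Figure D4:**
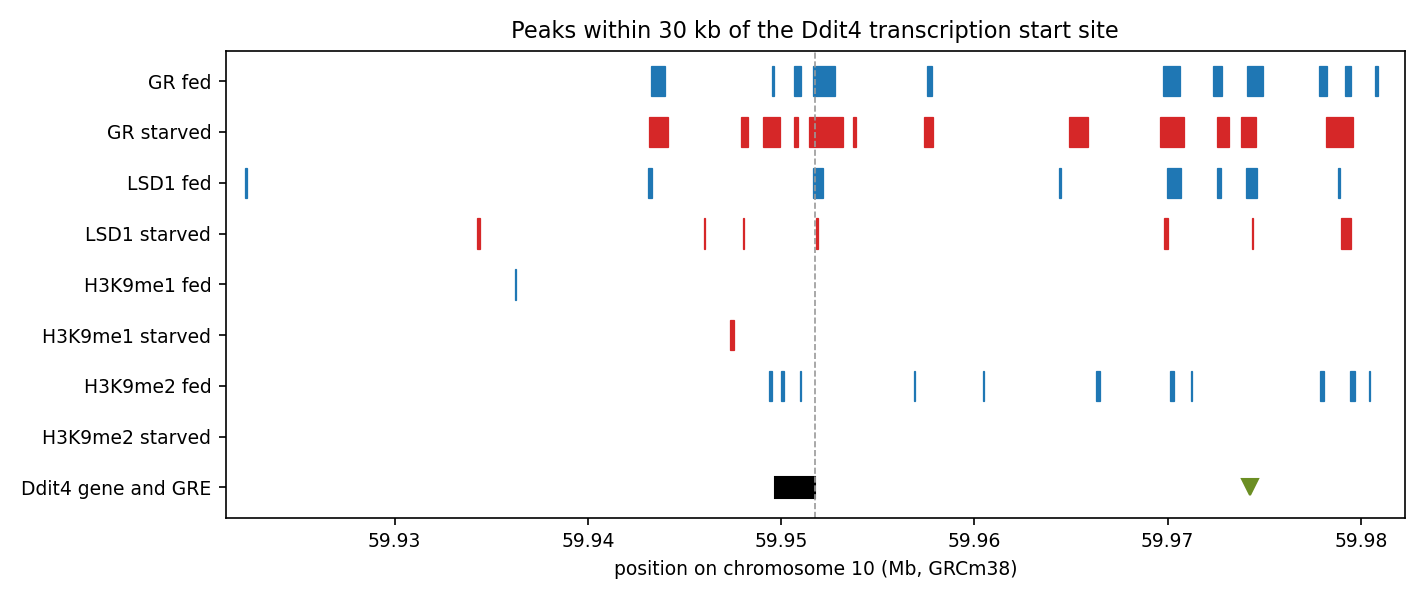
Peaks of the 8 lists within 30 kb of the Ddit4 TSS (dashed line) on chromosome 10 (position in Mb, GRCm38), with fed lists in blue, starved lists in red, the gene as a black box and the GRE without mismatch as a triangle. GR and LSD1 peaks of both conditions stand at the promoter and near the GR fed sites 18.4, 22.8 and 27.6 kb upstream.

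Trim63 on chromosome 4 (134315120 to 134329629, plus strand), which encodes a muscle ubiquitin ligase, had 7 GR fed and 14 GR starved peaks. The promoter peak covered 134314752 to 134315090 in GR fed (fold 6.40) and 134314336 to 134315789 in GR starved (fold 8.70). It held the sequence TGAACAGTCTGTTCT (134314911 to 134314925), a GRE with 1 mismatch. LSD1 was called there in fed (134314773 to 134315289, fold 4.29) and in starved muscle (134314777 to 134315571, fold 4.24). Fbxo32 on chromosome 15 (58175879 to 58214892, minus strand) had 4 GR fed and 16 GR starved peaks, with a promoter peak in both GR lists (fold 4.30 and 5.02) and in both LSD1 lists (fold 4.36 and 3.70). Fbxo31 on chromosome 8 (121549443 to 121578806, minus strand) held an intronic GR peak 15.6 kb downstream of its TSS in fed (121562961 to 121563440, fold 11.7) and in starved muscle (121562933 to 121563910, fold 11.7). It was overlapped by an LSD1 fed peak (fold 4.22) and an LSD1 starved peak (fold 3.43). Pax7 on chromosome 4 (139738081 to 139832968, minus strand), the control, had no GR fed, LSD1 fed or LSD1 starved peak within 30 kb and 2 intronic GR starved peaks (fold 2.68 and 2.70, q-values 0.0323 and 0.0320).

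The peaks of highest fold enrichment differed in kind between GR and the other lists. The GR lists held no peak shorter than 110 bp. Peaks as short as those leading the other lists could therefore not be among them. In GR fed they were an intergenic peak on chromosome 6 (72162115 to 72162715, fold 18.0), 39.2 kb from the TSS of 4933431G14Rik, and an intergenic peak on chromosome 17 (28512089 to 28513229, fold 17.4), 18.2 kb from Armc12. In GR starved they were an intergenic peak on chromosome 2 (167844515 to 167845334, fold 19.7), 67.4 kb from Gm14321, and an intronic peak on chromosome 13 (52736083 to 52736777, fold 14.9), nearest to the TSS of BB123696. All 4 were overlapped by an LSD1 fed peak, and the peaks on chromosomes 6 and 2 were also the highest GR peaks shared with LSD1 in fed and in starved muscle. In LSD1 fed they were 89 bp on chromosome 2 (60402755 to 60402843, fold 24.6, intergenic, 8.73 kb from Gm13580) and 93 bp on chromosome 17 (56200003 to 56200095, fold 22.1), nearest to the TSS of Mydgf. The repeat-masked share of these 2 peaks was 91.0% and 92.5%. The first was also the highest LSD1 fed peak shared with GR fed. In LSD1 starved the highest were 75 bp on chromosome 6 (132463727 to 132463801, fold 11.9) and 81 bp at the same site on chromosome 2 (60402762 to 60402842, fold 11.5), and the highest one shared with GR starved was on chromosome 10 (101390387 to 101390602, fold 8.17, intergenic).

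The Mydgf site was also the highest in H3K9me1 fed (56200008 to 56200093, fold 25.5) and in H3K9me2 fed (56200005 to 56200095, fold 46.7). The next were an intronic peak nearest to Acacb on chromosome 5 in H3K9me1 fed (114173101 to 114173163, fold 23.8) and an intergenic peak on chromosome 1 in H3K9me2 fed (12644764 to 12644860, fold 43.4). H3K9me1 starved was led by a peak on chromosome 1 (16008183 to 16008236, fold 10.7) and an intronic peak nearest to Tiam2 on chromosome 17 (3379812 to 3379864, fold 9.40), and H3K9me2 starved by intergenic peaks on chromosome 11 (56593609 to 56593657, fold 7.09) and chromosome 7 (85760348 to 85760414, fold 6.83). The repeat-masked share of the H3K9me1 and H3K9me2 peaks named here lay between 73.2% and 100%.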

Values the study reported

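The study reported 16,616 LSD1 sites in 9057 genes and 14,108 GR sites in 7486 genes of fed muscle, with 5649 genes bound by both. It placed 24% of the LSD1 sites in intergenic, 35% in intronic and 33% in promoter sequence. After 24 h without food it reported 37,783 GR peaks and 692 LSD1 peaks.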

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

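The test on the library code was chosen after its result was seen, whereas the test on recurring sites was written down before, with the counts in other lists added later.

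H3K9me1 and H3K9me2 moved in opposite directions on starvation. The number of H3K9me1 peaks rose 2.68 times, from 14178 to 38023, whereas that of H3K9me2 peaks was 0.0386 times the fed number, 6624 against 171402. The difference between the marks was not tested, since each list came from 1 library. Both directions held at each threshold tried, with a ratio of 2.24 for H3K9me1 and 0.338 for H3K9me2 at a q-value of 1e-05.

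Among technical explanations, calls that do not recur between libraries were tested on strong H3K9me1 fed peaks, with a q-value of 1e-05 or less, on chromosomes 1 to 19, X and Y and outside the repeats described under the other observations. The limits set beforehand were under 10% recurring in the starved list for such calls and over 50% for sites that recur. The share was 42.8% (101 of 236, 95% CI 36.4 to 49.4). It lay between the limits, so the test decided neither, although many of the strong peaks did recur. Of all H3K9me1 fed peaks 2.79% recurred, so for the weak peaks, which make up most of both lists, calls that do not recur and a change of the mark cannot be told apart. The recurring sites were not specific to the mark. Of the 101 that recurred, 96 were overlapped by an H3K9me2 fed peak, 74 by an LSD1 fed peak and 59 by a GR fed peak, against 125, 88 and 63 of all 236. The library code cannot be told apart from starvation for these marks. The number of the 2 marks whose fed and starved libraries shared a code was 0, against both GR and LSD1, whose pairs shared one. Both input libraries carried the code of the fed libraries of the marks, so the starved libraries of the marks differed in code from the inputs. A difference in the depth of the libraries or of their input controls was not tested. An effect of starvation on the marks is also open and could not be tested apart from these.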

How the results depend on the processing

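The alternatives with a minimum fold taken from the fed GR list, without peaks overlapped by H3K9me1 or H3K9me2 peaks and with as many peaks of a mark in both conditions were chosen after the data had been examined. Of the values recomputed for the main comparisons, 24 stayed within 1.5 times a count or ratio or within the binomial interval of a share, 86 moved past it and 5 changed direction. The intervals of the shares are narrow because the lists are long, so small shifts count as moved. The cause of the shifts was not tested, except that stricter thresholds and equal lengths leave fewer peaks to overlap by construction.

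The starved over fed ratio of GR peak numbers, 2.68 as deposited, changed direction at a q-value of 1e-05 (0.702) and at a fold enrichment of 5 (0.436). It moved to 1.32 at a q-value of 0.01 and to 1.26 with the fed list's 5th percentile of fold as the minimum in both lists. The LSD1 ratio, 3.99 as deposited, changed direction at a q-value of 0.01 (0.899), at 1e-05 (0.605) and at a fold enrichment of 5 (0.276), and was 2.06 in base pairs covered. The H3K9me1 ratio stayed between 2.24 and 3.79 under all 6 alternatives. The H3K9me2 ratio, 0.0386 as deposited, stayed under 1 and moved to 0.338 at a q-value of 1e-05 and 0.107 at a fold enrichment of 5. Merging peaks within 1 kb and using autosomes and X only moved none of the 4 ratios past 1.5 times.

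Fed peaks overlapped by a starved peak of the same antibody, in the order GR, LSD1, H3K9me1 and H3K9me2, made up 60.9%, 19.3%, 2.53% and 0.249% with an overlap of 50% of the shorter peak. With midpoints within 500 bp they made up 64.9%, 30.03%, 3.65% and 0.493%. Equally long lists gave 44.4%, 6.86%, 0.296% and 0.196%. At a q-value of 0.01 the shares were 55.8%, 8.54%, 4.49% and 0.655%. At a fold enrichment of 5 they were 34.1%, 4.31%, 2.83% and 0.522%, of which the H3K9me1 share stayed within its interval. Without peaks overlapped by H3K9me1 or H3K9me2 peaks the LSD1 share was 18.8%.

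GR fed peaks overlapped by LSD1 fed peaks and LSD1 fed peaks overlapped by GR fed peaks made up 43.3% and 38.1% with 50% of the shorter peak, 51.0% and 45.7% with midpoints within 500 bp, 42.7% and 44.2% with equally long lists, and 11.8% and 16.6% at a fold enrichment of 5. At a q-value of 0.01 the GR share was 32.1%, whereas the LSD1 share was 43.3% and stayed within its interval. Without peaks overlapped by H3K9me1 or H3K9me2 peaks the GR share was 43.4%. In starved muscle the same pair of shares was 12.8% and 7.92%, 17.4% and 10.5%, 8.59% and 8.87%, and 0.292% and 0.649%, in the same order of settings, and 6.43% and 13.5% at a q-value of 0.01. The GR share was higher in fed than in starved muscle under each of these 5 settings. Equally long lists were matched within each pair of lists and not between the conditions.

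LSD1 fed peaks overlapped by H3K9me1 fed and H3K9me1 starved peaks made up 1.98% and 2.34% with 50% of the shorter peak, 3.47% and 4.78% with midpoints within 500 bp, 1.81% and 0.614% with equally long lists, 2.03% and 2.40% at a q-value of 0.01, and 3.32% and 0.987% at a fold enrichment of 5. The order of fed and starved thus depended on the setting, although these settings do not match the number of peaks between the conditions. For H3K9me2 fed the shares were 12.8%, 27.5%, 1.35%, 6.43% and 3.501% in the same order of settings. For H3K9me2 starved they were 0.151% with equally long lists, 1.32% at a q-value of 0.01 and 0.269% at a fold enrichment of 5, below the fed value under each of these. With all LSD1 fed peaks and as many peaks of a mark in both conditions, the share was 0.4995% for H3K9me1 starved, below the fed 2.29%, and 0.674% for H3K9me2 fed, below the starved 0.921%. The order of the conditions was then the opposite of that in the whole lists for both marks, so it depended on the peaks kept. The longer list was cut to its peaks of highest fold, so the number and the kind of peak changed together. Their parts cannot be told apart.

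Promoter shares of GR fed, GR starved, LSD1 fed and LSD1 starved peaks were 28.6%, 20.4%, 42.9% and 8.70% with the wider window, 26.4%, 18.4%, 37.9% and 6.84% with any base of the peak, and 4.45%, 4.81%, 15.8% and 7.47% at a fold enrichment of 5. Genes with both a GR and an LSD1 peak numbered 290 in fed and 16 in starved muscle at a fold enrichment of 5, so that the order of the conditions changed. With genes within 10 kb of a midpoint and with equally long lists both numbers stayed within 1.5 times. GRE-like sequences without mismatch were found in 0.249% of GR fed and 0.0558% of GR starved peaks, and with up to 1 mismatch within 200 bp of the midpoint in 1.56% and 0.409%. The NRF1 motif with up to 1 mismatch was found in 4.89% of LSD1 fed and 0.771% of LSD1 starved peaks, and without mismatch within 200 bp of the midpoint in 0.627% of LSD1 fed peaks.

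Of 28 values recomputed for the remaining 8 results, 26 moved, 14 to a higher and 12 to a lower value. Read depth was not analysed, so it is open how far the thresholds act through the depth of each library.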

Other observations

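The test of whether signal at the strongest narrow sites depended on the antibody was chosen after its result was seen, and the minimum fold taken from the fed GR list, the test on sites chosen by the mean of both folds, the removal of peaks shared with GR and the counts for ACAGC repeats were added after the data had been examined. What the other tests would show was written down before their results were seen.

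The number of LSD1 starved peaks here was 66332. That is higher than the value quoted from the study above. None of the thresholds tried gave that value, with 6790 peaks at a q-value of 0.01, 279 at 1e-05 and 308 at a fold enrichment of 5. Whether the deposited list is the one that was counted for the study is open, so each value here for LSD1 in starved muscle holds for the deposited list.

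More GR peaks were called after starvation, but fewer strong ones. A lower fold at which peaks were called in the starved library was tested as the cause of the higher number. With the fed list's 5th percentile of fold, 2.74, as the minimum in both lists there were 13402 fed and 16861 starved peaks, and the ratio fell from 2.68 to 1.26. It stayed above 1, so calls under this minimum account for most of the excess but not for all of it. At a fold enrichment of 5 the ratio was 0.436. Lower enrichment across the starved library was tested as the cause of the loss of strong peaks. Of the 1572 GR fed peaks with a fold enrichment of at least 5, 91.6% (95% CI 90.1 to 92.9) were still called in the starved list, and 34.1% were overlapped by a starved peak that itself reached 5. Sites chosen for a high fold in one library tend to have a lower one in another, and of the 686 strong starved peaks, too, 78.0% were overlapped by a fed peak that reached 5. Selection for a high fold in the fed library was therefore tested on sites chosen by the geometric mean of both folds. Among 862 pairs of 1 fed and 1 starved peak with a mean of at least 5, the median starved over fed ratio of fold was 0.780, and 78.4% (95% CI 75.5 to 81.1) had the lower fold in starved muscle. Selection alone would give a ratio near 1, so these values argue against it as the whole cause. They are consistent with lower enrichment in the starved library. The starved peaks of these pairs were 1.13 times as long in the median, and the fold is an average over the peak, so the length of the peaks may account for part of the lower fold. Depth, the input control and biology also stay open.

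More LSD1 peaks were called after starvation, and 88.9% of them (58984 of 66332) were in no other GR or LSD1 list. If these were background calls spread over the genome, they should lie in promoters about as often as randomly placed peaks. Their promoter share was 2.15% (95% CI 2.04 to 2.27), 1.72 times the 1.25% of the shuffled peaks (highest shuffle 1.35%). The limits set beforehand were under 1.5 times for background and at least 3 times for binding, so the test decided neither. Leaving out peaks that lie in the promoter-rich other lists lowers this share in itself. Background and weak binding cannot be told apart here, because the promoter share lies between what each predicts. A biological gain of sites was not tested separately.

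Many of the strongest sites in the LSD1, H3K9me1 and H3K9me2 fed lists were narrow, lay in repeats and were shared between these lists. Of the 100 LSD1 fed peaks with the highest fold, 41 were overlapped by an H3K9me2 fed peak, 32 by an H3K9me1 fed peak and 38 by a GR fed peak, and their median length was 71.5 bp. Among the 100 peaks that follow the first 1000 the numbers were 12, 1 and 58, with a median length of 218.5 bp. Signal that does not depend on the antibody would give such overlap, and the 2 peaks of highest fold in each of the 3 fed lists were also overlapped by a GR fed peak. However, LSD1 acts on these marks, so that binding of each antibody to its own target at shared sites cannot be told apart from it by overlap alone. Of the 100 strongest, 21 held an exact tandem repeat of GGAAT over at least 30 bp, as did 22 in H3K9me1 fed and 28 in H3K9me2 fed, but 0 in GR fed and 0 in GR starved. The GR lists held no peak shorter than 110 bp, so this contrast may partly reflect the shortest length called.

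Simple repeats in general and reads from another organism were examined as technical explanations for these sites. If simple repeats in general were called, other pentamer repeats should be called as often. An LSD1 fed peak overlapped 78.0% (32 of 41, 95% CI 62.4 to 89.4) of the GGAAT repeats on chromosomes 1 to 19, X and Y, but 0.109% (46 of 42011) of the other pentamer repeats of the same minimum length, which argues against pentamer repeats in general. Repeats of other unit lengths and inexact repeats were not located, so they stay open. Single other pentamers were called more often than the pooled share. Among those with at least 20 repeats, the highest in LSD1 fed was CCCCG, at 9.26% (5 of 54). In H3K9me1 fed and H3K9me2 fed it was ACTCC, at 13.6% (3 of 22) and 36.4% (8 of 22). An H3K9me2 fed peak overlapped 92.7% of the GGAAT repeats and an H3K9me1 fed peak 70.7%. Starved lists held fewer of them, at 43.9% in LSD1, 26.8% in H3K9me1, 14.6% in H3K9me2 and 2.44% in GR, against 31.7% in GR fed. This repeat unit is abundant in satellite sequence of the human genome. Reads from human DNA in the immunoprecipitated libraries, beyond those in the input, would predict a high share of called GGAAT repeats. The 78.0% cannot decide this, because it largely restates that 21 of the 100 strongest LSD1 fed peaks held this repeat. Such reads stay a candidate source of these peaks. Copies of the repeat that the mouse reference lacks would predict the same and were not tested. The reads were not analysed here. Since 41 such repeats exist on these chromosomes, they cannot carry the differences in peak number between lists, but they do weigh on the top ranks.

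Another repeat went the opposite way. ACAGC repeats were overlapped by a GR starved peak at 28.6% (112 of 391, 95% CI 24.2 to 33.4) and by a GR fed peak at 0.767%. For LSD1 the shares were 13.3% in starved and 4.09% in fed muscle, for H3K9me1 7.16% and 2.81%, and for H3K9me2 4.86% and 6.91%. No explanation was tested.

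Strong LSD1 fed peaks were less often in promoters than the whole list. With a q-value of 1e-05 or less the promoter share was 7.38% (34 of 461), against 33.4% overall. Sites called with several antibodies were tested as the cause. Without peaks overlapped by an H3K9me1 or H3K9me2 fed peak or a GGAAT repeat, the share was 8.04% (25 of 311, 95% CI 5.27 to 11.6). Of these 311 peaks, 51.8% were overlapped by a GR fed peak. Without those as well, the share was 11.3% (17 of 150, 95% CI 6.74 to 17.5), against 31.1% of all LSD1 fed peaks left after the same removal. These values argue against sites called with several of these antibodies as the cause. Stronger LSD1 signal at distal sites than at promoters stays open as a biological hypothesis, beside other technical causes such as the input signal at promoters, which was not tested.

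GR peaks gained after starvation, meaning the 28533 GR starved peaks without a GR fed peak, were overlapped by an LSD1 fed peak at 10.2% (95% CI 9.86 to 10.6). Shared promoters were tested as the cause. Among gained peaks with a midpoint outside promoters the share was 6.25% (95% CI 5.95 to 6.55), 22.4 times the 0.278% of randomly placed peaks. Such peaks can still reach into a promoter, as a GR starved peak at Pik3r1 did. The test therefore cannot exclude promoters as the only cause. With the midpoint in promoters the share was 41.9%. GR sites just under the threshold in the fed library were tested next. The share among gained peaks was 0.224 times the 45.7% (95% CI 43.8 to 47.5) among the 2821 GR fed peaks of lowest fold. In this share gained peaks as a whole lay below the fed peaks of lowest fold. The sets were not matched for location, so the test cannot tell whether gained peaks were sites just under the threshold. The 2912 at LSD1 fed sites may still be such sites. For them new binding and binding under the fed threshold cannot be told apart, because the lists hold no signal below the threshold. Seen from LSD1, 36.1% of the 9502 LSD1 fed peaks without GR in fed muscle were overlapped by a GR starved peak, and 15.6% when as many GR starved peaks as the fed list holds were used.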
